# TRIB3 Modulates PPARγ-Mediated Growth Inhibition by Interfering with the MLL Complex in Breast Cancer Cells

**DOI:** 10.3390/ijms231810535

**Published:** 2022-09-11

**Authors:** Miguel Hernández-Quiles, Rosalie Baak, Alba Orea-Soufi, Anouska Borgman, Suzanne den Haan, Paula Sobrevals Alcaraz, Aldo Jongejan, Robert van Es, Guillermo Velasco, Harmjan Vos, Eric Kalkhoven

**Keywords:** Tribbles, breast cancer, PPARγ, epigenetics, MLL–WRAD complex

## Abstract

Aberrant expression or activity of proteins are amongst the best understood mechanisms that can drive cancer initiation and progression, as well as therapy resistance. TRIB3, a member of the Tribbles family of pseudokinases, is often dysregulated in cancer and has been associated with breast cancer initiation and metastasis formation. However, the underlying mechanisms by which TRIB3 contributes to these events are unclear. In this study, we demonstrate that TRIB3 regulates the expression of PPARγ, a transcription factor that has gained attention as a potential drug target in breast cancer for its antiproliferative actions. Proteomics and phosphoproteomics analyses together with classical biochemical assays indicate that TRIB3 interferes with the MLL complex and reduces MLL-mediated H3K4 trimethylation of the *PPARG* locus, thereby reducing PPARγ mRNA expression. Consequently, the overexpression of TRIB3 blunts the antiproliferative effect of PPARγ ligands in breast cancer cells, while reduced TRIB3 expression gives the opposite effect. In conclusion, our data implicate TRIB3 in epigenetic gene regulation and suggest that expression levels of this pseudokinase may serve as a predictor of successful experimental treatments with PPARγ ligands in breast cancer.

## 1. Introduction

Tribbles are a family of serine/threonine pseudokinases that play a critical role in multiple cellular processes, such as metabolism, cell cycle, proteasomal degradation and cellular differentiation [1,2,3,4]. The family consist of three members, TRIB1, -2 and -3, and a more distantly related protein, serine/threonine kinase 40 (STK40) [5]. Tribbles have a well-conserved structure consisting of a central pseudokinase domain that is flanked by an N- and C-terminal domain [6]. In addition, while many structural features of canonical kinases, including an N- and C-lobe structure and a DLK motif, are conserved in Tribbles proteins, they are incapable of binding ATP and, therefore, incapable of catalyzing the transfer of a phospho group to their substrates because they lack the DFG motif [7]. Despite being pseudokinases, Tribbles have been shown to be able to regulate the phosphorylation status of certain proteins [8]; they achieve this through binding to kinases or competing for substrates of active kinases [9]. Among the three members of the family, TRIB3 has drawn special attention in recent years for its ability to regulate gene transcription through the binding of different transcription factors such as ATF4 and PPARγ [10,11], or members of the FOXO family of transcription factors [12]. In fact, we and others have recently shown that TRIB3 localizes in the nucleus in breast cancer cells and that the N-terminal domain of TRIB3 interacts with a number of transcription complexes, including the WRAD complex [13]. The WRAD complex is formed by WDR5, RBBP5, ASH2L and DPY30, and they are the core subunits of the MLL–WRAD complex, the most prominent epigenetic writer of Histone H3 lysine 4 (H3K4) methyl mark in mammalian cells [14,15]. The different levels of H3K4 methylation (mono-, di-, tri-) have different effects but are generally associated with active transcription [16]. The MLL–WRAD complex is formed by one catalytic subunit (KMT2A/MLL1, KMT2B/MLL2, KMT2C/MLL3, KMT2F/SET1A or KMT2G/SET1B) and four core subunits (WRAD complex). The interaction with the core subunits is essential for the methyltransferase activity of the whole complex as it has been shown that the inhibition of any of the core subunits results in the depletion of H3K4 methylation [17,18]. The WRAD complex is highly conserved from yeast to human, underpinning a fundamental role in eukaryote cells. WRAD inhibitors are currently developed to treat cancers associated with MLL fusion proteins [19].

Finally, peroxisome proliferator-activated receptor gamma (PPARγ) is a member of the nuclear receptor superfamily of ligand-activated transcription factors. It is considered the master regulator of adipocyte differentiation and function [20] and plays a pivotal role in the regulation of lipid metabolism in immune cells [21]. Nuclear receptors have been the target of therapies for a number of diseases including cancer since more than 40 years ago [22]. Nuclear receptors, especially PPARγ, hold potential as key factors for anti-cancer therapies, as they function as pro-differentiation factors, reducing the proliferation capacity of tumorigenic cells [23,24]. Previous studies have shown the capacity of PPARγ to inhibit epithelial to mesenchymal transition in breast cancer cells, having beneficial effects in reducing metastasis formation and reducing the proliferative capacity of tumor cells [25,26].

Breast cancer is one the three most common malignancies and, although mortality has declined steadily during recent decades, breast cancer is still causing around half a million deaths per year worldwide [27]. Breast cancer is a complex multifactorial disease influenced by genetic alterations, including the well-known BRCA1 and BRCA2 mutations, epigenetic alterations [28], and altered cellular metabolism, including altered mitochondrial function [29,30] and environmental factors [28]. Interestingly, some of these processes may be interconnected; for example, cellular metabolism is linked to epigenetic regulation through the rate-limiting production of cellular metabolites that are donors for histone and DNA modifications [31,32]. In addition, obesity has been shown to play a pivotal role in the development of the disease and in the prognosis of patients [33,34]. Because of this, incidence and mortality are expected to rise in the near future [35,36]. In this context, developing new therapies that can prevent and tackle breast cancer remains of capital importance.

In this study we describe TRIB3 as a regulator of PPARγ expression in breast cancer cells, and we hypothesize that TRIB3 achieves this through binding to the WRAD complex and regulating the H3K4me^3^ mark around the PPARγ locus.

## 2. Results

### 2.1. TRIB3 Regulates PPARγ Expression in Breast Cancer Cells

TRIB3 levels have been shown to influence breast cancer tumorigenesis and metastasis formation, but little is known about the mechanisms behind such associations [12,37,38]. In order to better understand the role of TRIB3 in breast cancer cells, we performed the RNA sequencing of TRIB3 knock-down compared to scramble control in the MCF7 cells [39] (Figure 1A). 

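MCF7 is an established human breast adenocarcinoma cell line that expresses the estrogen receptor. RNA was sequenced from 4 libraries of the Sh-TRIB3 line, in which a short hairpin targets TRIB3, and from 4 libraries of the Sh-control line, which carries a scrambled hairpin. Each condition is 1 cell line, so the effect of the hairpin and any other difference between the lines cannot be separated with these libraries. The sources used here do not say whether the libraries of a line came from separate cultures, so p-values measure only the spread between these libraries. The libraries were made with a stranded polyA kit and sequenced in paired-end reads. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 and counted them per gene with HTSeq, and the deposited values are these unnormalized counts for 61541 human Ensembl genes. The submitters' processing notes name the mouse build GRCm39, although the gene identifiers are human. The human build, the annotation release and the strand setting of the counting are not given in the sources used here. The total count per library ranged from 13662878 to 20098169 in Sh-control cells, with a median of 16345310, and from 18794861 to 20377314 in Sh-TRIB3 cells, with a median of 19686871.
The counts were tested with edgeR's quasi-likelihood test after TMM normalization, over the 14668 genes that passed its filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The paper used limma/voom on the same kind of counts. Library 1 of each line lay at the same end of the first principal component. In Sh-TRIB3 cells library 2 lay about as far from the rest of its line as library 1, with a chi-square per degree of freedom of 46.0 to 202 against the other libraries of the line for library 2 and of 48.1 to 202 for library 1, whereas in Sh-control cells it was 184 to 249 for library 1 and 14.8 to 19.4 among the others. GC-rich transcripts had higher counts in both libraries numbered 1 than in the others, and a curve on GC content had an R squared over genes of 0.619 for the deviation of library 1 in Sh-control cells and of 0.384 in Sh-TRIB3 cells.

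**Figure D1:**
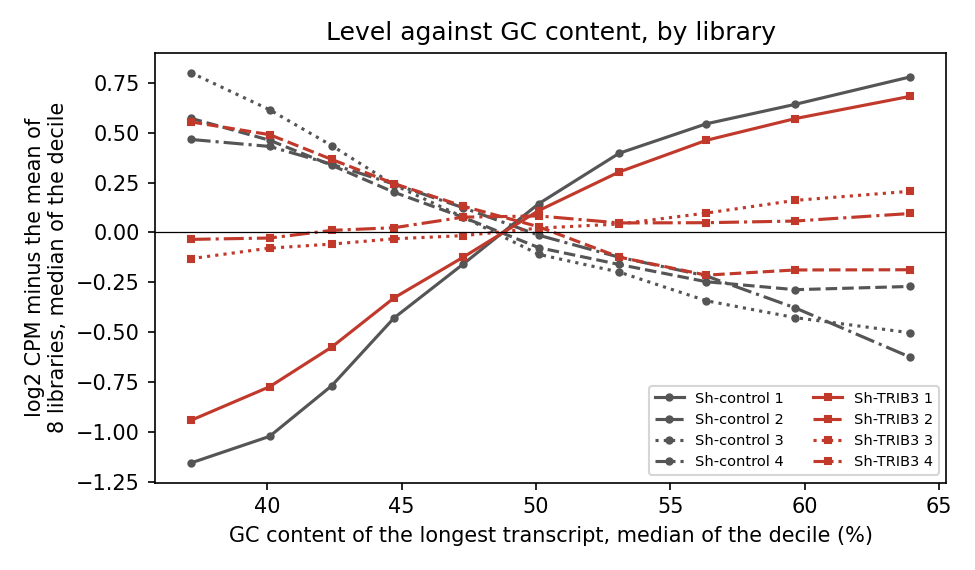
Level of each library against GC content. The x axis is the median GC content (%) of the longest transcript in each decile of the tested genes, and the y axis is the median over the decile of the log2 CPM minus the mean of the 8 libraries. Grey lines are Sh-control libraries and red lines Sh-TRIB3 libraries. In the lowest decile Sh-control library 1 lies at -1.16 and Sh-TRIB3 library 1 at -0.94, and in the highest decile they lie at 0.78 and 0.68.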

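TRIB3 (ENSG00000101255) mRNA was lower in each of the 4 Sh-TRIB3 libraries than in each of the 4 Sh-control libraries. The gene encodes a pseudokinase and lies on the plus strand of chromosome 20 from 362835 to 397559 in the GENCODE v29 annotation of GRCh38. Its level was 62.6 ± 25.4 CPM (SD, n = 4) in Sh-control cells and 32.3 ± 6.63 (SD, n = 4) in Sh-TRIB3 cells. The Sh-control libraries 1 to 4 held 100 CPM, 54.2 CPM, 51.8 CPM and 44.3 CPM, and the Sh-TRIB3 libraries 40.0 CPM, 24.1 CPM, 34.3 CPM and 30.9 CPM. The log2 fold change was -0.95 (standard error 0.30), which did not pass the threshold (adjusted p = 0.127 from edgeR's quasi-likelihood test). The exact permutation test of log2 CPM, two-sided, gave p = 0.0286, the smallest p that 4 libraries against 4 allow. Settings in which TRIB3 passed the threshold include DESeq2 (adjusted p = 0.0460) and the replicate number as a block (-0.90, adjusted p = 0.0105 from edgeR), although the numbers were not taken to pair the libraries. Among those chosen after seeing the data are the fit without both libraries numbered 1 (log2 fold change -0.75, adjusted p = 0.00974 from edgeR) and that with offsets for GC content and length (-1.14, adjusted p = 0.000470 from edgeR). TRIB3 did not pass with limma/voom (-0.88, adjusted p = 0.1185) or with any single library left out (adjusted p = 0.0587 to 0.305 from edgeR). On simulated counts edgeR recovered 25.4% of the genes changed 2-fold, so a change near that size can miss the threshold.
Across all genes tested, 383 genes were higher and 206 were lower in Sh-TRIB3 cells at an adjusted p under 0.05 from edgeR, of which 378 and 193 changed by more than 1 on the log2 scale. Among the genes past the threshold with a mean log2 CPM of at least 2 and no overlap between the lines, the largest increases were those of SULF1, a sulfatase that edits heparan sulfate, with a log2 fold change of 4.44 (standard error 0.43), and of KLK6, a secreted serine protease, with 4.15 (standard error 0.51). SHH, the Sonic hedgehog ligand, SCNN1A, a subunit of the epithelial sodium channel, and ROBO1, a receptor for SLIT proteins, followed with 4.07, 3.94 and 3.92. RAMP3, a partner of the calcitonin receptor-like receptor, PHLDA1, SYBU, the transcription factor SOX9 and the exchange factor VAV3 had log2 fold changes of 3.71, 3.53, 3.51, 3.29 and 3.28. The largest decreases were those of ATP8A2, a phospholipid flippase, with -3.69 (standard error 0.38), of AREG, the EGF receptor ligand amphiregulin, with -3.11 (standard error 0.22), and of C14orf132 with -3.06 (standard error 0.21). MGP, FOXI1, TACC1, BCL2, AFAP1L2, SPATA7 and IFIT1 had log2 fold changes of -2.90, -2.74, -2.62, -2.61, -2.60, -2.39 and -2.31. TACC1 missed the threshold without Sh-control library 2 (adjusted p = 0.0504 from edgeR) and without Sh-TRIB3 library 3 (0.0671) or 4 (0.0560), and BCL2 without Sh-TRIB3 library 3 (0.0660) or 4 (0.0559). Another tested gene overlaps each of SCNN1A, PHLDA1, MGP, SPATA7 and IFIT1 on the opposite strand, whose counts are uncertain to that extent.
The counts of genes depended on single libraries and on other settings. Without Sh-control library 1 they were 2065 higher and 1314 lower, without Sh-TRIB3 library 2 they were 262 and 124, and without Sh-control library 2, 3 or 4 or Sh-TRIB3 library 3 or 4 they lay between 206 and 222 higher and between 67 and 91 lower. With both libraries numbered 1 left out, a choice made after seeing the data, 2434 genes were higher and 1962 lower. The remaining libraries differed by line in their log2 slope per 10 points of GC content. It was -0.491 to -0.323 in Sh-control cells and -0.291 to 0.119 in Sh-TRIB3 cells. GC content thus stays confounded with the line. Over all libraries the log2 fold change had a Spearman rho of 0.334 with GC content. DESeq2 gave 784 higher and 511 lower and the replicate number as a block 1588 and 1074. Offsets for GC content and length, chosen after seeing the data, gave 1442 and 1251.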

The depletion of TRIB3 resulted in the upregulation of 527 genes and the downregulation of 245 genes (Fold change > 1, Adjusted *p*-value > 0.05) (Figure 1B). Signaling pathways involved in oxidative phosphorylation and MYC target genes were downregulated, whereas KRAS signaling and apical junction signaling were upregulated (Supplementary Table S3). In addition, the cell differentiation index and white fat cell differentiation pathways were found to be upregulated in the knock-down cells. 

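The nuclear-encoded and the 13 mitochondrially encoded subunits of oxidative phosphorylation had median log2 fold changes of opposite sign. Of 73 nuclear-encoded subunits tested, 1 was lower, none was higher and 72 did not pass the test at an adjusted p under 0.05 from edgeR (1 lower and none higher when adjusted over the list alone). At an unadjusted p under 0.05 edgeR had 6 lower and none higher, limma/voom called 1 lower and DESeq2 2 lower. The gene that fell was COX6C, a subunit of cytochrome c oxidase that overlaps VPS13B on the opposite strand, with a log2 fold change of -1.33 (standard error 0.19, adjusted p = 0.00371 from edgeR). UQCRB, of complex III, had a log2 fold change of -0.96 (adjusted p = 0.0586 from edgeR). COX6C, UQCRB and NDUFB9 (-0.74, adjusted p = 0.144 from edgeR), the members of smallest p, all lie on chromosome 8. COX7C, next by p, lies on chromosome 5. Whether that region moved apart from the pathway was not tested. Of the other genes named here, SYBU and TNFRSF11B lie between COX6C and NDUFB9, and SYBU was higher and TNFRSF11B lower (-4.16). Just past NDUFB9, SQLE was lower (-1.19) and TRIB1 had -0.67 and did not pass. CA2, which lies on the other side of UQCRB, was higher. As a group the nuclear-encoded subunits were lower than other genes (median log2 fold change -0.19, adjusted p = 0.0186 from limma's camera test with a preset correlation of 0.01, and adjusted p = 0.734 with an estimated correlation). The call was lost without Sh-control library 1 (median -0.0933, adjusted p = 0.142), without Sh-TRIB3 library 2 (median -0.0887, adjusted p = 0.283) and with offsets for GC content and length, chosen after seeing the data (median -0.0764, adjusted p = 0.307). It held with limma/voom (adjusted p = 0.00955), with camera on ranks (0.0072) and, chosen after seeing the data, without both libraries numbered 1 (camera adjusted p = 0.00711). All 13 mitochondrially encoded subunits had a positive log2 fold change, with a median of 1.18. 1 of them, MT-ND6, passed the threshold, at 2.32 (standard error 0.42, adjusted p = 0.0137 from edgeR), and 10 were higher when adjusted over the list alone. Camera gave adjusted p = 1.63e-06 for this group, and adjusted p = 0.453 with an estimated correlation. Mitochondrially encoded transcripts took 14.3% ± 1.35 (SD, n = 4) of all counts in Sh-TRIB3 cells and 7.84% ± 3.50 (SD, n = 4) in Sh-control cells, where library 1 held 13.1%. When both libraries numbered 1 were left out, 1 nuclear-encoded subunit was higher and 9 were lower, and all 13 mitochondrially encoded subunits were higher. The offsets gave 2 nuclear-encoded subunits higher and 4 lower. The nuclear-encoded median was -0.34 without Sh-TRIB3 library 1, and the mitochondrially encoded one 1.86 without Sh-control library 1.
Of 85 MYC target genes tested, 1 was higher and none was lower at an adjusted p under 0.05 from edgeR (none in either direction when adjusted over the list alone). At an unadjusted p under 0.05 edgeR had 1 higher and 7 lower, limma/voom called 1 higher and none lower, and DESeq2 1 higher and 1 lower. The gene that rose was HK2, a hexokinase of the start of glycolysis that overlaps a gene on the opposite strand, with a log2 fold change of 1.28 (standard error 0.30, adjusted p = 0.0396 from edgeR), which missed the threshold without Sh-control library 2, 3 or 4 or Sh-TRIB3 library 2, 3 or 4, at an adjusted p of up to 0.142. SORD and C1QBP, with the next smallest p, had log2 fold changes of -0.75 and -0.57 and did not pass, and C1QBP overlaps genes on both strands. The list lay lower than other genes (median log2 fold change -0.21, camera adjusted p = 0.0269, and adjusted p = 0.453 with an estimated correlation). The call was lost without Sh-control library 1 (adjusted p = 0.102) and without Sh-TRIB3 library 2 (adjusted p = 0.0968), with a median of -0.22 in both. It held with limma/voom (adjusted p = 0.0173), with camera on ranks (0.00899) and with fry, another list test (0.0346). Negative log2 fold changes were found in 67 members and positive ones in 18. Leaving out both libraries numbered 1 gave 7 members higher and 18 lower (camera adjusted p = 0.02275), and the offsets 3 and 11 (camera adjusted p = 0.00622). Both settings were chosen after seeing the data.
Genes raised by KRAS and MAPK signalling went both ways. Of 92 tested, 8 were higher, 6 were lower and 78 did not pass (11 higher and 10 lower when adjusted over the list alone). PHLDA1 rose, as did CA2, a carbonic anhydrase, by 2.64 on the log2 scale (standard error 0.20), and DUSP4, a phosphatase of MAP kinases, by 2.64 (standard error 0.23), whereas AREG fell. As a group the list did not pass the test (median log2 fold change -0.17, mean -0.00617, camera adjusted p = 0.722). In the libraries other than those numbered 1, 24 members were higher and 22 lower, with a median of -0.12, and with the offsets 19 and 21. The median was -0.10 without Sh-control library 1 and -0.12 without members shared between lists.
Of 140 apical junction and cell adhesion genes tested, 12 were higher, 3 were lower and 125 did not pass (15 higher and 3 lower when adjusted over the list alone). CDH1, which encodes E-cadherin and overlaps a pseudogene on its own strand, had a log2 fold change of 1.45 (standard error 0.22, adjusted p = 0.00591 from edgeR). SIRPA rose by 2.62 and TGFBI, an extracellular matrix protein, by 2.13, and TNFRSF11B, the decoy receptor osteoprotegerin, fell by 4.16. The group test gave a median log2 fold change of 0.12 and a camera adjusted p = 0.0620, and adjusted p = 0.544 with an estimated correlation. It passed the threshold with limma/voom (adjusted p = 0.0305), with at least 10 counts in every library (0.00662), with camera on ranks (0.0490) and without Sh-control library 1 (median 0.33, adjusted p = 0.0121) or Sh-TRIB3 library 3 (0.0467). Without Sh-control library 3 the median was 0.051, without library 4 it was 0.065 and without members shared between lists 0.079, and with offsets for GC content and length, chosen after seeing the data, it was 0.0261 (adjusted p = 0.583), with 22 members higher and 16 lower. With the libraries numbered 1 set aside, the median was 0.25 (adjusted p = 0.00935), and 43 members were higher and 12 lower. These lists were written from general knowledge before the data were examined and are not the collections the paper used.

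**Figure D2:**
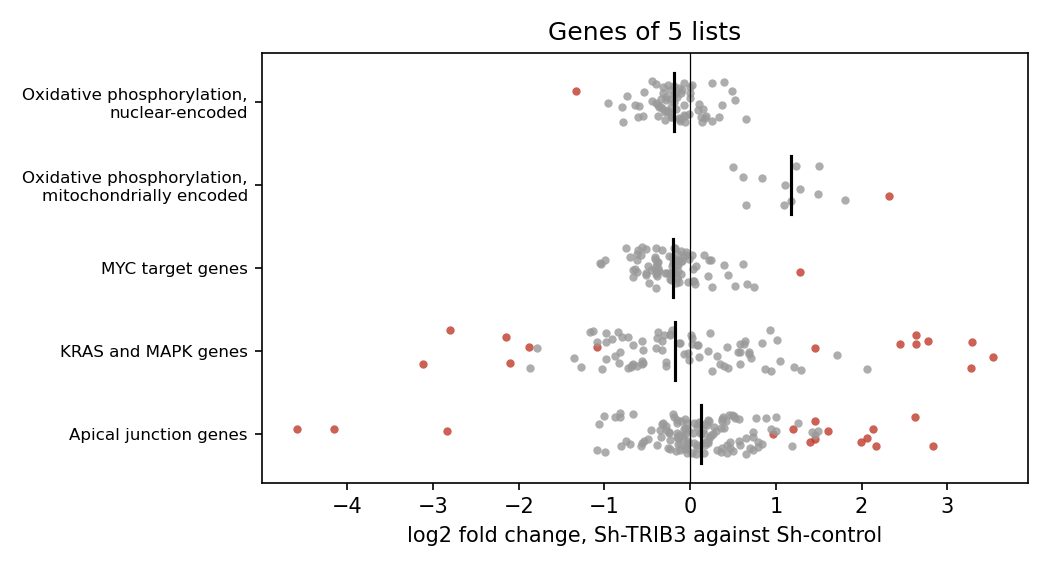
Log2 fold change of each tested gene of 5 lists, Sh-TRIB3 against Sh-control. Each point is a gene, in red where its adjusted p from edgeR is under 0.05 and in grey otherwise, the black bar is the median of the list, and the height of a point within a list has no meaning. The medians lie at -0.19, 1.18, -0.21, -0.17 and 0.12 from top to bottom.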

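Of 38 white fat cell differentiation genes tested, a list that holds PPARG and TRIB3, 1 was higher, none was lower and 37 did not pass the test at an adjusted p under 0.05 from edgeR (3 higher and none lower when adjusted over the list alone). At an unadjusted p under 0.05 edgeR had 11 higher and 2 lower, limma/voom called 3 higher and none lower, and DESeq2 4 higher and 2 lower. The member that rose was PPARG. ACSL1, which activates long-chain fatty acids, had a log2 fold change of 1.02 (standard error 0.26, adjusted p = 0.0540 from edgeR), and KLF5, a transcription factor of early fat cell differentiation, had 1.37 (standard error 0.37, adjusted p = 0.0730 from edgeR). CD36, a fatty acid transporter, had -2.93 (standard error 0.86, adjusted p = 0.0988 from edgeR). The list was not split by whether a member promotes or restrains fat cell differentiation, so its median does not measure differentiation. The median log2 fold change of the list was 0.31 (camera adjusted p = 0.0269, and adjusted p = 0.453 with an estimated correlation). The call held with camera on ranks (adjusted p = 0.0376), with fry (adjusted p = 0.0346, direction up) and with PPARG and TRIB3 taken out of the list. The call did not hold without Sh-control library 2, 3 or 4 or Sh-TRIB3 library 1 or 2 (adjusted p = 0.0663, 0.0628, 0.0695, 0.0765 and 0.0712), where the median was from 0.25 to 0.44, or without a filter on low counts (0.0549), where it was 0.31. It did not hold either with offsets for GC content and length, chosen after seeing the data (median 0.12, adjusted p = 0.262). When the libraries numbered 1 were set aside, 18 members were higher and 3 lower (camera adjusted p = 0.00711), and with the offsets 10 and 3. The median was 0.55 without Sh-control library 1 and 0.51 without members shared between lists.
Of 23 PPARG target genes tested, 2 were higher and none was lower at an adjusted p under 0.05 from edgeR (3 higher and 1 lower when adjusted over the list alone). At an unadjusted p under 0.05 edgeR had 5 higher and 2 lower, limma/voom called 3 higher and none lower, and DESeq2 3 higher and 1 lower. ABCA1, a cholesterol transporter, had no count in any Sh-control library and 56 to 157 counts in the Sh-TRIB3 libraries, at least 32.2-fold higher against a floor of 3 counts per library. VLDLR, a lipoprotein receptor, had a log2 fold change of 1.86 (standard error 0.32, adjusted p = 0.00944 from edgeR), with a gene on the opposite strand that overlaps it. The list as a group did not pass the test against other genes (camera adjusted p = 0.313, and adjusted p = 0.506 with an estimated correlation), and fry, which asks whether its members move on balance one way, gave an adjusted p = 6.0e-05. Camera on ranks gave an adjusted p = 0.561. Positive log2 fold changes were found in 13 members and negative ones in 10, with a median of 0.22 and a mean of 0.48. The result of fry thus does not mean that the members rose together. Over the libraries not numbered 1, 6 members were higher and 3 lower, and with offsets for GC content and length 5 and 2.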

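PPARG (ENSG00000132170) lies on the plus strand of chromosome 3 from 12287368 to 12434356 in the GENCODE v29 annotation of GRCh38 and encodes the nuclear receptor that drives fat cell differentiation. Its counts were 28, 36, 41 and 34 in Sh-control libraries 1 to 4 and 301, 326, 376 and 354 in Sh-TRIB3 libraries 1 to 4. This is 2.06 ± 0.314 CPM (SD, n = 4) in Sh-control cells and 17.7 ± 1.33 (SD, n = 4) in Sh-TRIB3 cells. On the log2 CPM scale the means were 1.11 ± 0.198 (SD, n = 4) and 4.15 ± 0.109 (SD, n = 4). The fitted log2 fold change was 3.10 (standard error 0.26, adjusted p = 0.000356 from edgeR's quasi-likelihood test). Each Sh-TRIB3 library lay above each Sh-control library (exact permutation test of log2 CPM, two-sided, p = 0.0286). By p-value PPARG stood at position 6 among the 383 higher genes, and by log2 fold change at position 88. Among the 202 higher genes with a mean log2 CPM of at least 2 and no overlap between the lines it stood at position 15 by log2 fold change. The position by p-value lay between 9 and 14 when single libraries were left out, and that by log2 fold change was 144 without Sh-control library 1. Without a filter on low counts the position by p-value was 29, and with at least 10 counts in every library that by log2 fold change was 17. The paper places this gene beside the white fat cell differentiation pathways that it found higher in the knock-down cells.

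**Figure D3:**
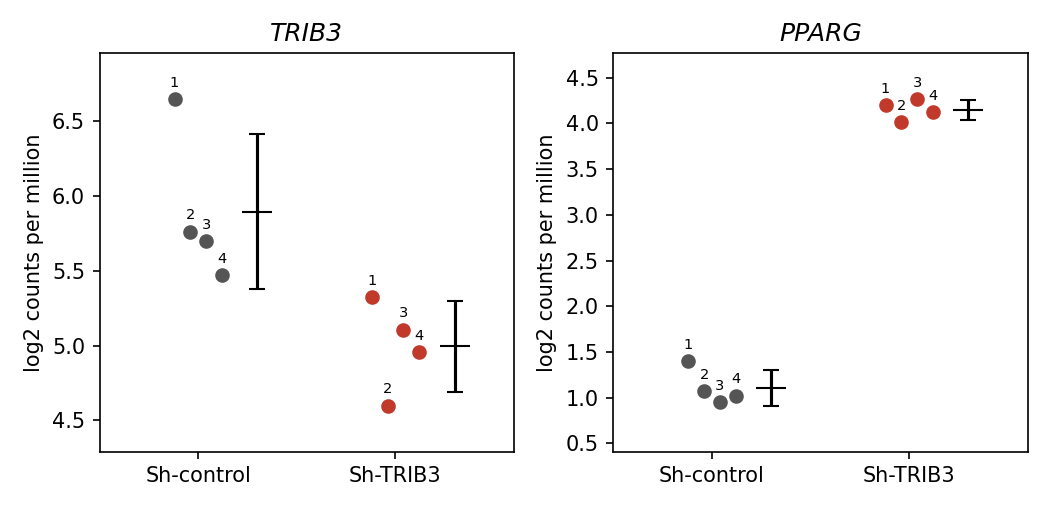
TRIB3 and PPARG in each library. The y axis is log2 CPM on a separate scale for each gene, points are libraries with their replicate numbers, and the bar beside each group is the mean with its SD (n = 4). PPARG lies between 0.95 and 1.40 in Sh-control cells and between 4.01 and 4.27 in Sh-TRIB3 cells, and TRIB3 lies between 5.47 and 6.65 and between 4.60 and 5.32.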

In line with this, among the top 10 most upregulated genes in TRIB3-KD cells, we found PPARG (log2 fold change: 3.11; adjusted *p*-value: 0.0003) (Figure 1C). This increase in PPARG mRNA levels was also observed on the protein level (Figure 1D). To further characterize the role of TRIB3 in MCF7 cells, we used the previously described MCF7-TRIB3-tGFP-inducible cell line [13] and assessed PPARG levels both at mRNA and protein level. We found that the overexpression of TRIB3 results in reduced PPARγ protein levels (Figure 1E) and this reduction is also appreciated at the mRNA level (Figure 1F). Our data show that TRIB3 levels influence PPARγ expression both at the protein and mRNA level, suggesting a transcriptional regulatory role of TRIB3 in these cells.

### 2.2. Phospho-Proteome of TRIB3-KD in MCF7 Cells Reveals Its Role as an Epigenetic Regulator

To examine whether the potential role of TRIB3 as a transcriptional regulator may be linked to its ability to affect cellular phosphorylation events (see Introduction), we compared the phospho-proteomes of MCF7 TRIB3-KD cells to scramble the control cells with the stable isotope labeling of amino acids in cell culture (SILAC) quantitative proteomics. Pathway analysis revealed multiple proteins involved in chromatin organization, histone methylation and the regulation of chromatin silencing, including the LARC, SWI/SNF and NCOR complexes. More specifically, we found differences in the phosphorylation status of SET1A, in particular at the tyrosine in position 916 (Figure 2C). This phosphorylation is the most prominent post-translational modification (PTM) found in the MLL/SET1 family of proteins, as it has been reported more than any other (Figure 2D). Previous studies have linked changes in the PTM status of SET1A to changes in breast cancer development [40], but the kinase responsible has not been identified. In addition, pathway analysis has confirmed previously reported roles for TRIB3 in cell–cell junction and focal adhesion, as well as the regulation of receptor tyrosine kinase and insulin signaling [8,39], supporting the validity of the experimental approach (Figure 2B).

### 2.3. TRIB3 Interacts with WDR5 and ASHL2 Subunits of the WRAD Complex and with the SET Domain of MLL/SET1 Proteins

The phospho-proteome results (Figure 2), together with our previous TRIB3 interactome studies showing TRIB3 binding to components of the MLL–WRAD complex in MCF7 cells [13], point to the MLL–WRAD complex as a potential intermediate through which TRIB3 may regulate the expression of genes such as PPARG (Figure 1). To substantiate this hypothesis, we first analyzed interactions between TRIB3 and various subunits of the MLL–WRAD complex through co-immunoprecipitation analyses in HEK293T cells. Our results show that TRIB3 is able to bind to the WDR5 and ASHL2 subunits (Figure 3A,B) but not to RBBP5 and DPY30 (Figure 3B). To characterize these interactions further, we made use of the previously described point mutants of WDR5 and MLL. WDR5 is the subunit of the WRAD complex that coordinates the interaction with MLL/SET1 proteins, critically depending on residues in the WIN domain of WDR5 (S91 and F133) and the WD40 domain of MLL (R3765 in MLL1) [43,44,45]. The F133A mutation in WDR5 but not the S91K mutation disrupted the interaction with TRIB3 (Figure 3A). In addition, the mutation of either the arginine at position 36 or 58 of TRIB3—which potentially correspond to R3765 in MLL—did not affect the interaction with WDR5. (Figure 3A) All together, our data indicate that the interaction between TRIB3 and WDR5 is mediated through the WIN domain of WDR5, and is similar to but not identical to the interaction between WDR5 and MLL/SET1 proteins.

Furthermore, we assessed the interaction between TRIB3 and the SET domain of MLL/SET1 proteins. We found that TRIB3 was also able to interact together with the SET domain of MLL/SET1 proteins, independent of the co-expression of WDR5 (lanes 1 and 3, Figure 3C). Moreover, a WDR5 S91K mutant that is not able to bind MLL/SET1 [45] (Supplementary Figure S1) was still capable of binding TRIB3 (lane 4, Figure 3C), indicating that the interaction between TRIB3 and MLL/SET1 is not mediated through WDR5. These findings suggest that TRIB3 could be competing with MLL for the WIN domain of WDR5. To test this, we performed Co-IP experiments between WDR5 and MLL/SET1 expressing increasing amounts of TRIB3 (Figure 4A). The results showed that WDR5 co-precipitates with MLL/SET1 when expressed together with MLL in the absence of TRIB3. When TRIB3 is co-expressed along them, the amount of WDR5 that is precipitated decreases and when higher amounts of TRIB3 are expressed this reduction is even more pronounced (Figure 4A). To validate the assay, we showed that mutations in WDR5 (S91K and F133A) or mutations in MLL (R449A), as well as the use of an inhibitor of WDR5 completely disrupts the interaction between MLL and WDR5, as previously described (Supplementary Figure S1) [43,44]. In addition, to further characterize the interaction between TRIB3 and MLL. We showed that the N-terminal domain of TRIB3 is not required for the interaction with MLL and that the arginine-449 of MLL, essential for the interaction with WDR5, is not required either for the interaction with TRIB3 (Figure 4B).

### 2.4. TRIB3 Interferes with H3K4me^3^ Levels on a Global and Local Level

As the ability of the MLL proteins to tri-methylate histones critically depends on the WRAD complex [17,18], and as TRIB3 can compete for the MLL–WDR5 interaction (Figure 4), we examined the effects of TRIB3 on the MLL activity by assessing global H3K4me^3^ levels. For this, we first isolated the histones of MCF7 TRIB3-tGFP-inducible cells treated with and without doxycycline for 48h. A significant reduction in global H3K4me^3^ levels was observed upon the induction of TRIB3 (Figure 4C). As a positive control, cells were treated with the WDR5 inhibitor OICR-9429 [46] (without the induction of the TRIB3 protein), showing an even more pronounced reduction (Figure 4C). To establish the link between epigenetic events and TRIB3 further, we examined whether TRIB3 was stably associated with chromatin. For this, chromatin-bound protein extracts were generated and TRIB3 was readily detected in this fraction, as well as in the nuclear and cytoplasmatic fractions (Figure 4D). Lamin B1 was used as a marker for chromatin bond proteins (Figure 4D).

To investigate whether the global inhibition of H3K4me^3^ levels by TRIB3 observed underlies the TRIB3-mediated inhibition of PPARG transcription (Figure 1), the PPARG locus was investigated more specifically. We first examined publicly available datasets of chromatin immunoprecipitation followed by sequencing (ChIP-seq) experiments of subunits of the WRAD complex, MLL/SET1 proteins and H3K4me^3^. In MCF7 cells, the *PPARG* locus is marked with H3K4me^3^ as seen in Figure 5A, and this is also the case in HEK293T cells. WDR5 and RBBP5, subunits of the WRAD complex, co-localized in the same region as MLL/SET1 proteins (KMT2A in HEK293T cells and KMT2C in MCF7 cells), suggesting that PPARG expression may be regulated by the MLL–WRAD complex in MCF7 and HEK293T cells. Next, the H3K4me^3^ levels in the PPARG locus in TRIB3-KD cells were compared to Sh-control cells by ChIP-RT-qPCR, and the results showed a trend of increased H3K4me^3^ levels upon TRIB3 downregulation (Figure 5B). In addition, we used the HSCB gene as a control, since previously it has been shown that it is heavily marked with H3K4me^3^ in MCF7 cells [47] and we could not appreciate differences in TRIB3 knock-down (Figure 5D), suggesting that the effect of TRIB3 on H3K4me^3^ is not completely genome-wide, but rather gene-specific. These results suggest that the TRIB3-driven differences in PPARG mRNA expression shown above (Figure 1) could be the result of changes in H3K4 tri-methylation, and that this is the consequence of the interaction between TRIB3 and the WRAD–MLL complex.

### 2.5. TRIB3 Modulates PPARγ-Mediated Growth Inhibition in MCF7 Cells

Our study situates TRIB3 as an epigenetic regulator that controls the expression of PPARG in breast cancer cells. To examine consequences on a cellular level, the effect of TRIB3 on PPARγ-mediated growth inhibition was examined, as the proliferation of MCF7 cells has been shown to be sensitive to rosiglitazone [48], a synthetic PPARγ agonist. We used an MTS assay to assess the proliferation capacity of cells treated with rosiglitazone (40 μM for 72 h). The downregulation of TRIB3 resulted in lower proliferation compared to control cells (Figure 6A). In addition, the induction of TRIB3-tGFP in MCF7 cells showed an increased proliferation rate compared to the uninduced cells (Figure 6A). Taken together, our data suggest that TRIB3 modulates PPARγ-mediated growth inhibition by interfering with the MLL complex in MCF7 breast cancer cells. A schematic representation of our model can be found on Figure 6B.

## 3. Materials

### 3.1. Cell Culture

Human embryonic kidney cell line (HEK293T, ATCC CRL-3216, Manassas, VA, USA) and human breast cancer cells (MCF7, ATCC HTB-22) were maintained in high-glucose (d-glucose, 4.5 g/L) Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum and 1% penicillin and streptomycin. An inducible TRIB3-tGFP MCF7 cell line was generated using third-generation lentiviral constructs as described extensively previously [13]. TRIB3 knock-down and the control cell line in MCF7 cells have been described previously [39].

### 3.2. Western Blotting

Western blotting was performed as described previously [49]. In short, samples were treated accordingly and protein samples were extracted in RIPA lysis buffer. Protein concentration was measured and samples were supplemented with Laemmli sample buffer (Sigma-Aldrich, Saint Louis, MO, USA) and loaded into 10–15% acrylamide gels. Samples were separated by SDS-PAGE and transferred to PVDF membranes. Finally, samples were blocked in 5% milk in TBS-T for 45′. Primary antibodies were incubated overnight at 4 °C and secondary antibodies for 1h at RT. ECL solution was used to assess protein expression using an LAS4000 Image Quant (GE Healthcare, Chicago, IL, USA).

### 3.3. RNA Isolation and RT-qPCR

Total RNA form culturing cells were isolated using TRIzol reagent (Invitrogen, Waltham, MA, USA). Then, cDNA was generated using an iSCRIPT cDNA synthesis kit (Biorad, Hercules, CA, USA) following the manufacturer’s protocol. SYBR green was used in the quantitative PCR and was performed using the MyIq cycler (Biorad). The primers used are described in Supplementary Table S1.

### 3.4. RNA Sequencing

Sh-TRIB3 and control MCF7 cells were seeded in 10 cm dishes and RNA was isolated as described previously. Libraries were generated using Truseq RNA-stranded polyA (Illumina, San Diego, CA, USA) and samples were sequenced on an Illumina nextseq2000 in paired-end 50 bp reads. Quality control was performed (FASTQC, dupRadar) and data were trimmed using Trimmomatic v0.39. Finally, samples were aligned to the genomes using HISAT2 (v.2.2.1) [50,51,52]. Using the appropriate GTFs, counts were obtained using HTSeq (v0.11.0) and statistical analysis was performed using the edgeR and limma/voom R packages. Count data were transformed to log2 counts per million (logCPM) and the trimmed mean of M values method was used for the normalization of the data using Voom. Differential expression was then assessed using Limma’s linear model framework including the precision weights estimated by Voom [53]. The Benjamini–Hochberg false discovery rate was used to adjust the *p*-values generated. The in-house Shiny app was used for DEGs, expression plots, and gene-set enrichment results. The raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE212489.

### 3.5. Immunoprecipitation

HEK293T cells were used for Co-IP experiments and the protocol has been described previously [13]. In short, TRIB3-GFP and mutants, FLAG-ASHL2, FLAG-DPY30, FLAG-WDR5, MYC-WDR5 and mutants, and MLL-FLAG and mutants were used for co-transfections using Xtreme-Gene 9 DNA Transfections Reagent (Roche, Basel, Switzerland) following the manufacturer’s protocol. Protein lysates were obtained as described previously, and samples were incubated for 2 h with either GFP-Trap agarose beads (Chromotek, Planegg, Germany) or anti-FlagM2 magnetic beads (Invitrogen, Waltham, MA, USA), and IP was performed following the manufacturer’s instructions. Samples were then eluted from the beads and analyzed by Western blotting.

### 3.6. Phosphoproteomics

The enrichment of phospho-peptides for SILAC labeling, MCF7 Trib3-KD cells, or scramble control cells were cultured in high-glucose (10% dialyzed FBS (BioWest, Nuaillé, France)) DMEM (Thermo, Waltham, MA, USA) lacking lysine and arginine supplemented with Lys-0/Arg-0 or Lys-8/Arg-10 (Silantes, Munich, Germany). Cells were lysed in 8 M urea, 1M ammonium bicarbonate (ABC) containing 10 mM Tris(2-carboxyethyl)phosphine hydrochloride (TCEP) and 40 mM 2-chloro-acetamide supplemented with protease inhibitors (Roche, complete EDTA-free), and 1% (*v*/*v*) phosphatase-inhibitor cocktails 2 and 3 (Sigma, Saint Louis, MO, USA, Cat. No. P5726 and Cat. No. P0044). After ultra-sonication, heavy and light cell lysates were mixed 1:1 and proteins (20 mg total) were kept overnight in solution digested with trypsin (1:50) (Worthington, Columbus, OH, USA). Peptides were desalted using SepPack columns (Waters, Milford, MA, USA) and eluted in 80% acetonitrile (ACN). To enrich the phospho-peptides, 200 mg calcium titanium oxide (CaTiO_3_) powder (Alfa Aesar, 325 mesh) was equilibrated 3 times with binding solution (6% acetic acid in 50% ACN pH = 1 with HCl) after which the phospho-peptides were allowed to bind at 40 °C for 10 min on a shaker. After being centrifuged and washed 6 times, the phospho-peptides were eluted twice with 200 μL 5% NH_3_. The peptides were dried using a SpeedVac and dissolved in buffer A (0.1% FA) before being loaded on in-house-made C18 stage tips and divided with high PH elution into three fractions (100 mM NH3/FA PH = 10 in 5%, 10% or 50% ACN).

### 3.7. LC-MS/MS Analysis

After elution from the stage tips, acetonitrile was removed using a SpeedVac and the remaining peptide solution was diluted with buffer A (0.1% FA) before loading. Peptides were separated on a 30 cm pico-tip column (75 µm ID, New Objective, Littleton, MA, USA), in-house-packed with 1.9 µm aquapur gold C-18 material (dr. Maisch, Ammerbuch, Germany) using a 140 min gradient (7% to 80% ACN 0.1% FA) delivered by an easy-nLC 1200 (Thermo, Waltham, MA, USA), and electro-sprayed directly into an Orbitrap Eclipse Tribrid Mass Spectrometer (Thermo, Waltham, MA, USA). The latter was set in data-dependent mode with a cycle time of 1 s, in which the full scan over the 400–1400 mass range was performed at a resolution of 240 K. The most intense ions (intensity threshold of 10,000 ions, charge state 2–7) were isolated by the quadrupole with a 0.4 Da window and fragmented with a HCD collision energy of 30%. The maximum injection time of the ion trap was set to 35 milliseconds. A dynamic exclusion of 10 ppm was set to 30 s, including isotopes.

### 3.8. Data Analysis

Raw files were analyzed with the Maxquant software version 1.6.3.4 [54] with the phosphorylation of serine threonine and tyrosine, as well as the oxidation of methionine set as variable modifications. The carbamidomethylation of cysteine was set as the fixed modification. The human protein database of Uniprot (January 2019) was searched with both the peptide as well as the protein false discovery rate set to 1%. The SILAC quantification algorithm was used in combination with the ‘match between runs’ tool (option set at two minutes). Peptides were filtered for reverse hits and standard contaminants. Forward and reverse ratios were plotted in R (www.r-project.org) (accessed on 1 September 2022). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (http://www.ebi.ac.uk/pride) (data identifier: PXD036341, accessible from 1 September 2022)

### 3.9. Cell Proliferation Assay

Cell proliferation was assessed by the Cell Titer Aqueous Cell Proliferation assay (MTS) kit (Promega, Madison, WI, USA). In short, 10,000 cells were seeded in 96-well plates and treated with rosiglitazone for different concentrations for 24–48 h. Then, cell proliferation was assessed following the manufacturer’s protocol.

### 3.10. H3K4me^3^ ELISA

A Histone H3 (tri-methyl K4) Quantification Kit (Abcam, Cambridge, UK) was used to assess the levels of H3k4me^3^. Cells were cultured and treated accordingly as described before, then acid extraction was performed following the manufacturer’s instructions to extract intact histone form cells. Histone concentrations were assessed by Coomassie blue. ELISA was performed according to the manufacturer’s protocol.

### 3.11. ChIP Followed by RT-qPCR

The chromatin immunoprecipitation of H3K4me^3^ was performed using the EpiQuik-Chromatin Imunoprecipitation kit (Epigentek, Farmingdale, NY, USA). Cells were lysed and DNA was sheared using sonication, as described previously [55]. RT-qPCR was performed as described before, primers used for the quantitative PCR are described in Supplementary Table S2, HSBC and USMC genes were used as the positive control for genes with a high level of H3K4me^3^ [47], and a negative control was also used.

### 3.12. Chromatin Bond Protein Extraction

Chromatin extracts were generated as follows: cells were grown in 15 cm dishes and trypsin was used for harvesting the cells. Cells were washed with ice-cold PBS and spined down for 5 min at 400× *g*. This was repeated twice. Cells were then resuspended in 5 times volume Buffer A (10 mM HEPES KOH pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl) and incubated for 10′ on ice. Then, cells were centrifuged for 5′ at 400× *g*, followed by resuspension in 2 times volume Buffer A+ (Buffer A + 0.5 mM DTT, EDTA-free protease inhibitor cocktail and NP-40 0.15% final volume). Then, samples were homogenized using a Dounce homogenizer (4 × 10 strokes with type B pestle). Samples were centrifuged for 15′ at 3200× *g* at 4 °C. The supernatant was the cytoplasmatic fraction. The pellet was washed in PBS and centrifuged for 5′ at 3200× *g*. The crude nuclei was resuspended in 2 times volume of Buffer C (420 mM NaCl, 20 mM HEPES KOH pH7.9, 20% Glycerol, 2 mM MgCl_2_, 0.2 mM EDTA, 0.1% NP-40, 0.5 mM DTT) and incubated in rotation for 1h at 4 °C. Samples were then centrifuged for 30 min at 20,000× *g* at 4 °C. The supernatant was the nuclear fraction. The pellet was washed in PBS and resuspended in 2 times volume RIPA buffer (150 mM NaCl, 50 mM Tris pH 8.0, 1% NP-40, 5 mM MgCl_2_, 10% glycerol), and chromatin extract was stored at −80 °C for further analysis.

## 4. Discussion

In this study, we show that TRIB3 is able to regulate PPARγ expression in breast cancer cells. In addition, we show that TRIB3 binds to the WRAD complex and affects MLL–WRAD complex formation, and that the levels of H3K4me^3^ around the PPARG locus are influenced by TRIB3 expression. We present TRIB3 as a new epigenetic regulator that controls PPARγ expression through binding of the WRAD complex.

As we have shown previously, TRIB3 is able to interact in MCF7 cells with a number of transcription factors including ZBTB1, HIF1A or KDM3B, and other proteins such as FASN and p53 [13]. These interactions might also have an impact on gene expression or the phosphorylation status of certain proteins, and we cannot discard that the changes we recorded were only because of the interaction with the WRAD complex. In addition, we focus on TRIB3 in this study, but given the redundancies in function found in the Tribbles family, it might be possible that other Tribbles members exert similar functions.

Previous characterization of the interactome of the different subunits of the MLL–WRAD complex found that BAP18 was able to interact with TRIB3 in HEK293T cells [56]. Interestingly, in this study, TRIB3 was not found as an interacting partner of other subunits of the WRAD complex, indicating that most likely TRIB3 interacts with a subfraction of MLL–WRAD complexes, and is not a common subunit to be found on the complex. BAP18 is a member of the MLL–WRAD complex, but also of the NURF complex [57], adding to the possibility that TRIB3 influences other major transcriptional regulatory complexes. In addition, BAP18 has been also implicated in triple-negative breast cancer development through the activation of the oncogene S100A9 [58]. All in all, this only strengthens our conclusion, as it shows TRIB3 as part of the interactome of MLL–WRAD proteins. However, the exact role of TRIB3 as a regulator of these complexes and under what circumstances it binds to these complexes remains to be fully elucidated and could represent a future area of research for the Tribbles scientific community. Furthermore, TRIB3 may represent a link between cellular metabolism and epigenetics, functioning as a nutrient sensor of glucose and amino acid levels [59,60] and a regulator of MLL–WRAD complex activity, the main epigenetic writer of histone H3 lysine 4 methylation in mammalian cells. Previously we have shown that TRIB3 interacts with a number of mitochondrial proteins [13], potentially indicating mitochondrial localization and the action of TRIB3. Given the importance of mitochondrial amino acid metabolism for histone methylation [31,32], by altering mitochondrial function, TRIB3 may affect gene regulation in breast cancer through a second, more indirect mechanism. Future studies are required to investigate this hypothesis. In addition, it is worth mentioning that the present study focused on in vitro systems only and in vivo studies are needed to complement our observations and fully comprehend the role of TRIB3 as an epigenetic regulator.

PPARγ has been shown to function as tumor suppressor in colon, lung, pancreatic, prostate and breast cancer, as increased PPARγ signaling in these diseases leads to reduced cellular growth and the inhibition of tumor invasiveness [61,62,63,64,65]. In this context, the upregulation of PPARγ expression via targeting the TRIB3–WRAD complex might represent a possible new therapy strategy. Nonetheless, activated PPARγ mutations have also been discovered and are linked to cancer initiation in bladder and prostate cancer [66,67]. PPARγ expression has been shown to be upregulated in certain breast cancer patients [68]. Noteworthily, PPARγ expression does not correlate with PPARγ activity, as activation with PPARγ ligands has been shown to inhibit cancer growth in cancer cells [48]. PPARγ ligands have been shown to reduce epithelial to mesenchymal transition (EMT) in breast cancer and thus reduce the metastasis capacity of tumor cells [25]. PPARγ might be the target of a cancer therapy in the near future, and finding new ways to regulate its expression could open the door to the treatment of a number of cancers for which current options are limited.

## Figures and Tables

**Figure 1:**
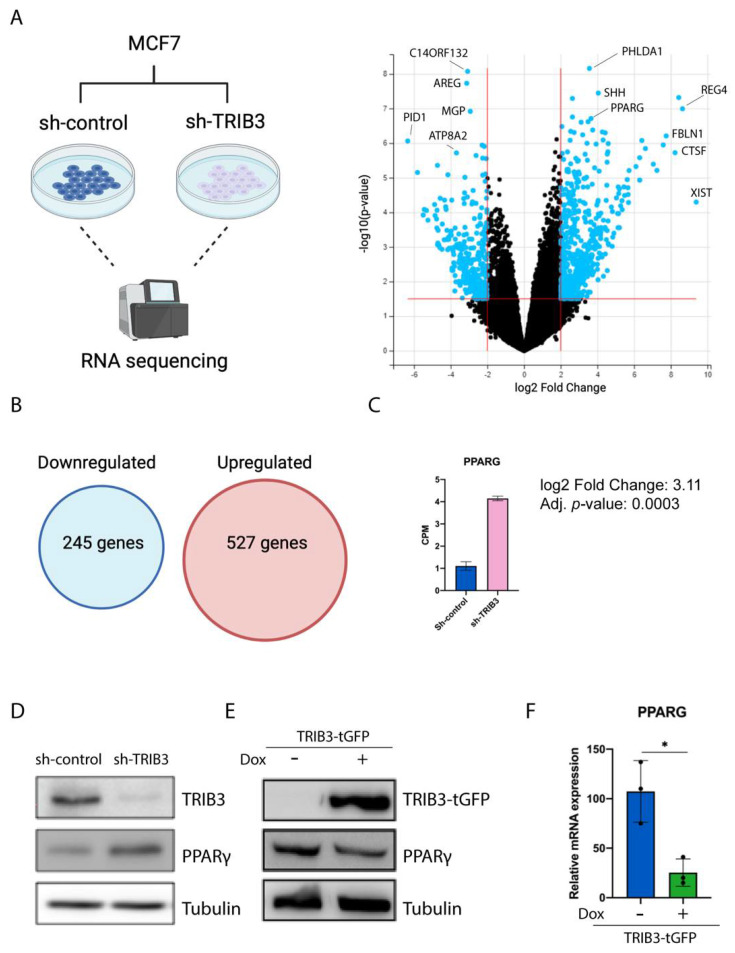
TRIB3 regulates PPARγ expression in MCF7 cells. (**A**) Schematic representation of the RNA-seq experiment and volcano plot showing differentially expressed genes between Sh-TRIB3 and Sh-control cells. (**B**) Up- and downregulated genes (*p*-adjusted value > 0.05). (**C**) Counts per million of PPARG in Sh-control and Sh-TRIB3 cells. (**D**) Western blot of endogenous TRIB3 expression and PPARG in Sh-control and Sh-TRIB3 in MCF7 cells and Tubulin as loading control. (**E**) Western blot of TRIB3-tGFP using anti-tGFP antibody and endogenous PPARG in inducible TRIB3-tGFP MCF7 cells. (**F**) Relative mRNA expression of PPARG in inducible TRIB3-tGFP MCF7 cells treated with and without doxycycline. * *p* < 0.05.

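Of the genes labelled in the volcano plot, several were counted almost wholly in a single line. REG4, a secreted lectin, had no count in any Sh-control library and 177 to 271 counts in the Sh-TRIB3 libraries, which is at least 66.1-fold higher against a floor of 3 counts per library. PID1, an adaptor protein first described in insulin signalling, had 21 to 44 counts in the Sh-control libraries and none in the Sh-TRIB3 libraries, at least 13.4-fold lower. FBLN1, the matrix protein fibulin-1, had 0.0813 ± 0.0991 CPM (SD, n = 4) in Sh-control cells and 20.6 ± 7.61 CPM (SD, n = 4) in Sh-TRIB3 cells, a log2 fold change of 7.80 (standard error 0.61, adjusted p = 0.000254 from edgeR). CTSF, the lysosomal protease cathepsin F, had a log2 fold change of 7.39 (standard error 0.83, adjusted p = 0.000992 from edgeR), and XIST, a long noncoding RNA, was higher as well (adjusted p = 0.000876 from edgeR). The other labelled genes were counted in both lines. PHLDA1 had 14.0 ± 3.17 CPM (SD, n = 4) in Sh-control cells and 161 ± 10.95 CPM (SD, n = 4) in Sh-TRIB3 cells, and SHH 3.26 ± 0.751 CPM and 55.1 ± 11.4 CPM (SD, n = 4). C14orf132 had 215 ± 5.78 CPM in Sh-control cells and 25.8 ± 3.93 CPM in Sh-TRIB3 cells (SD, n = 4). AREG had 83.0 ± 0.669 CPM and 9.58 ± 1.28 CPM, MGP 83.5 ± 5.09 CPM and 11.2 ± 3.00 CPM, and ATP8A2 15.9 ± 4.65 CPM and 1.23 ± 0.441 CPM (SD, n = 4), each in the order Sh-control and Sh-TRIB3.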

**Figure 2:**
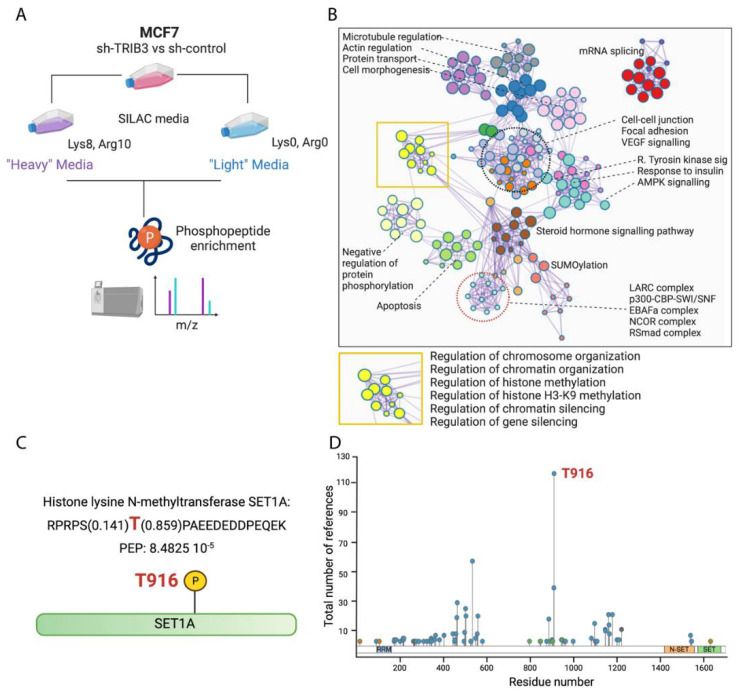
The phosphoproteome of TRIB3 knock-down cells reveals downstream targets of TRIB3. (**A**) Schematic representation of phosphoproteomics experiment using SILAC. (**B**) Pathway analysis using Metascape [41] of phospho-peptides found differentially phosphorylated in Sh-TRIB3 compared to Sh-control in MCF7 cells. (**C**) Schematic representation of phosphorylation of T916 in SET1A. (**D**) Post-translational modifications in SET1A according to Phosphositeplus^®^ [42].

**Figure 3:**
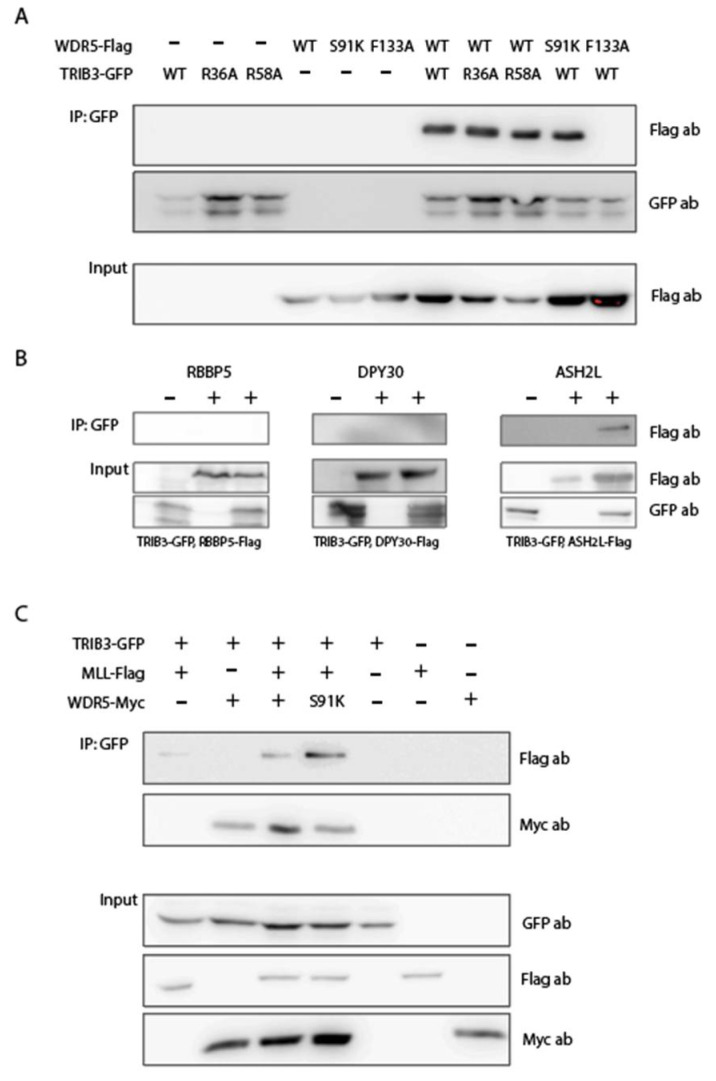
TRIB3 binds to WDR5 and ASHL2, subunits of the WRAD complex and to the SET domain of MLL/SET1 proteins. (**A**) Co-immunoprecipitation (IP) of TRIB3-GFP together with wild-type Flag-WDR5, Flag-WDR5-S91K and Flag-WDR5-F133A, as well as TRIB3-R36A-GFP and TRIB3-R58A-GFP mutants. (**B**) Co-IP of TRIB3-GFP with Flag-RBBP5, Flag-DPY30 and Flag-ASHL2. (**C**) Co-IP of TRIB3-GFP, MLL-Flag and WDR5-MYC. All Co-IPs were performed using HEK293T cells.

**Figure 4:**
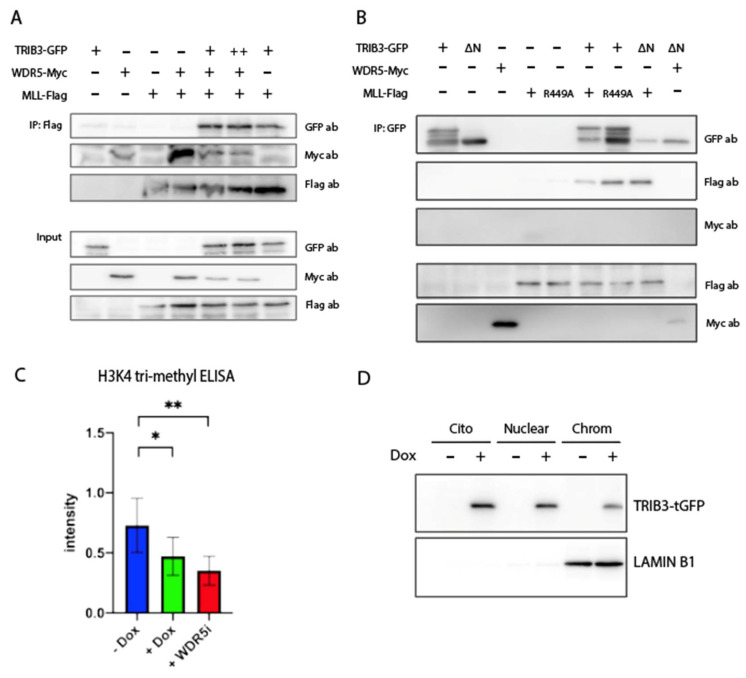
TRIB3 inhibits WDR5–MLL complex formation. (**A**) Co-IP of MLL-Flag together with WDR5-MYC and different concentrations of TRIB3-GFP in HEK293T cells. Different expression levels of TRIB3 were achieved by co-transfecting TRIB3, WDR5 and MLL in a 1:1:1 ratio (lane 5) or 2:1:1 (lane 6). GFP plasmid was used to compensate for the total amount of DNA transfected per condition. (**B**) Co-IP of TRIB3-GFP and TRIB3-ΔN-terminal-GFP with MLL-Flag and MLL-R449A mutant in HEK293T cells. (**C**) H3K4me^3^ ELISA in inducible TRIB3-tGFP MCF7 cells treated with and without doxycycline and inducible TRIB3-tGFP cells without doxycycline and treated with the WDR5 inhibitor OICR-9429. Data are indicated as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test (* *p* < 0.05; ** *p* < 0.01) (**D**) Western blot of TRIB3-tGFP in cytoplasmatic, nuclear and chromatin-bond fractions in inducible TRIB3-tGFP MCF7 cells with and without doxycycline.

**Figure 5:**
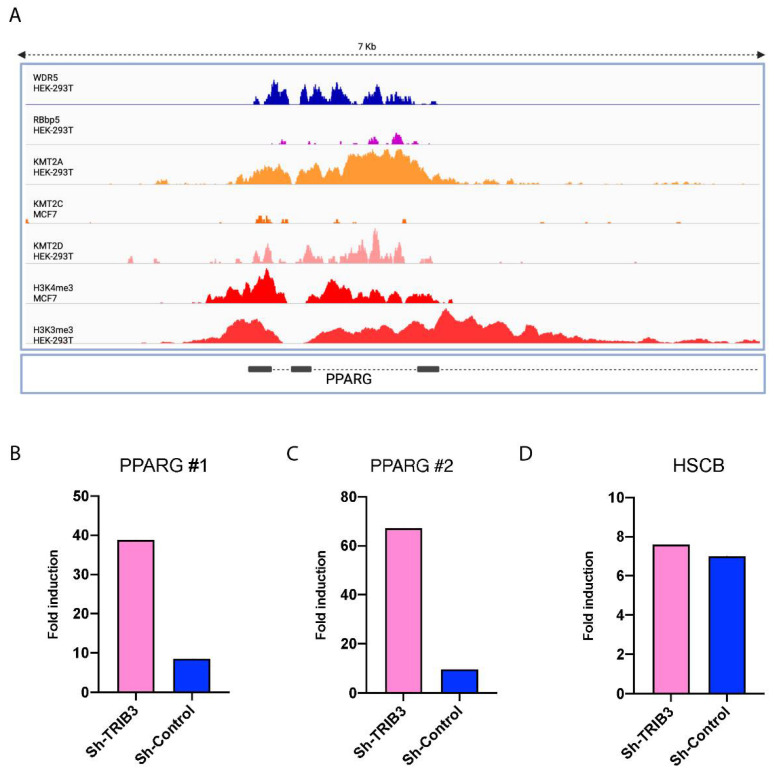
TRIB3 expression influences H3K4me^3^ mark in the PPARG locus in MCF7 cells. (**A**) ChIP-seq data of WDR5 (GSM1493030), RBBP5 (GSM1037511), KMT2A (GSM2373702), KMT2D (GSM3444924) and H3K4me^3^ (GSM3444908) in HEK293T cells as well as KMT2C (GSM3414777) and H3K4me^3^ (GSM2813049) in MCF7 cells with 7 kilo-bases around PPARG locus shown. (**B**) ChIP-RT-qPCR of H3K4me^3^ in Sh-TRIB3 and Sh-control cells in MCF7 using 2 different sets of primer pairs (**B**,**C**) designed around the PPARG transcription start site (TSS) shown in A. (**D**) ChIP-RT-qPCR of H3K4me^3^ around TSS of HSCB gene.

**Figure 6:**
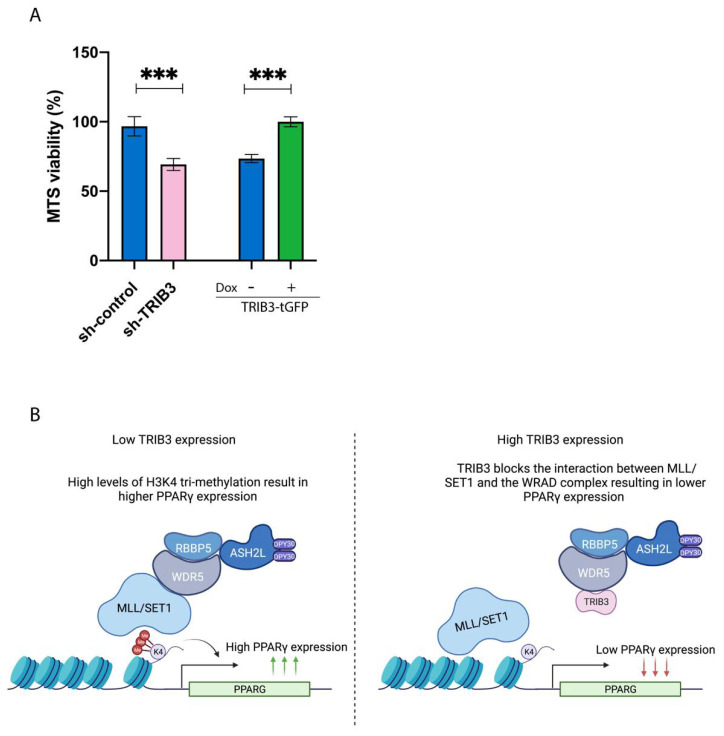
TRIB3 levels affects the sensitivity of MCF7 cells to TZD treatment. (**A**) Sh-control, shTRIB3 and TRIB3-tGFP-inducible MCF7 cells were treated for 72 h with rosiglitazone at 40 μm. TRIB3-tGFP-inducible cells were treated with or without doxycycline for 24 h before cell viability was measured. Data are indicated as mean ± SEM. *p*-values were calculated using two-tailed Student’s *t*-test *** *p* < 0.001) (**B**) Schematic representation of the role of TRIB3 as an epigenetic regulator.

## Data Availability

The raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE212489 (accessible First of December 2022). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (http://www.ebi.ac.uk/pride) (data identifier: PXD036341, accessible from 1 October 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231810535/s1.

How the deposited data were processed for this re-analysis (not part of the article)

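RNA from 4 Sh-control and 4 Sh-TRIB3 libraries of the MCF7 breast cancer cell line was sequenced. The authors deposited 1 table of counts per gene. According to the paper's methods and the submitters' processing notes, reads were checked with FastQC 0.11.9, trimmed with Trimmomatic 0.39, aligned with HISAT2 2.2.1 and counted with HTSeq 0.11.0, and the authors then used edgeR, limma and voom in R 4.1.0. The deposited counts are whole numbers and are not normalized. The table holds 61541 rows, each a human Ensembl gene, and 0 rows that name no gene. The notes name the genome build GRCm39, a mouse build. The human build, the annotation release, the strand setting and what was removed to clean the table are not given in the sources used here.
From these counts, genes were kept by edgeR's filterByExpr, scaled by TMM factors and tested with edgeR's quasi-likelihood fit of group alone (edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3). The fit covered 14668 genes, which held 99.9% of the counts. The common dispersion was 0.161, a biological coefficient of variation of 0.401. P-values were two-sided and adjusted by Benjamini-Hochberg over all tested genes, with a threshold of 0.05. CPM used the TMM-scaled library sizes, log2 CPM a prior count of 2 and fitted fold changes a prior count of 0.125. Where a line had 0 counts in every library, a fold was set against 3 counts per library. Such floors cover counting error only. PPARG and TRIB3 were also tested by an exact permutation test. Symbols came from a name table that gives a symbol other than the identifier for 42045 of the rows. Coordinates, GC content and transcript length came from GENCODE v29 on GRCh38, with GC content and length for 98.5% of the tested genes. Of 113 named genes with a place in that annotation, 29 overlap another tested gene, 25 of them on the opposite strand, and their counts are uncertain where the counting did not use strand. Multi-copy families, such as genes with processed pseudogenes, could also share reads.
Of 21 gene lists fixed before the data were examined, 20 had at least 3 tested members and were tested with limma's camera, with a preset inter-gene correlation of 0.01, on log2 CPM, and adjusted over the lists. Camera with an estimated correlation, camera on ranks and fry were also run. 959 of 961 list genes matched an identifier in the table. The lists were written from general knowledge and are not the collections of the paper. The named genes were fixed by rule before the data were examined. They are the genes the paper names for this experiment, the 10 largest log2 fold changes in each direction among genes past the threshold with a mean log2 CPM of at least 2 and no overlap between the lines, up to 4 members with the smallest p in each list, the Tribbles family, the MLL-WRAD subunits and genes the paper names elsewhere.
The fit, the list test and the offsets for GC content and length were tested on simulated counts for 14668 genes. Means and library sizes were the real ones, dispersions came from edgeR's fitted trend, and 200 genes were changed. Genes varied independently, and the set behind the shares below held no trend with GC content, unlike the real libraries. The shares therefore need not hold for the real libraries. For this comparison edgeR recovered 25.4% of the 67 genes changed 2-fold, 80.6% of the 67 changed 4-fold and 95.5% of the 66 changed 8-fold, and 3.6% of its calls were false. On the same counts 4.44% of the calls of limma/voom and 15.4% of those of DESeq2 were false. No pair of libraries was a duplicate, since the chi-square per degree of freedom within a line was at least 14.2. Alternatives were other tools, scalings, low-count filters and thresholds, the replicate number as a block, each library left out in turn, and other list tests. 3 alternatives were added after seeing the data, which are the removal of both libraries numbered 1, offsets from splines on GC content and transcript length, fitted over the tested genes that have both, and these offsets with the replicate block. No column of the table was left unused. The paper's pathway table was not used here.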

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

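The test of depth, the removal of both libraries numbered 1 and the offsets for GC content and length were chosen only after the values were seen. In 8 of 64 groups of 4 libraries, 1 library lay far from the other 3, which chance gives in about 1 in 20 independent groups. The 64 groups are measures of the same 8 libraries and are not independent, so the rates cannot be compared directly.

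Sh-control library 1 lay far from the other libraries of its line in the share of mitochondrially encoded transcripts, which took 13.1% of its counts, in the share of its 10 most counted genes, 15.1%, and in its trend with GC content, 0.743 on the log2 scale per 10 points. It also lay apart in KLK6 at 6.13 CPM, ROBO1 at 1.17 CPM, TACC1 at 38.2 CPM and BCL2 at 20.7 CPM. Sh-TRIB3 library 2 lay apart in the share of mitochondrially encoded transcripts, at 12.3%.

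Library 1 of each line lay at the same end of the first principal component and had the steepest rise with GC content, but it stood apart from the rest only in Sh-control cells, since Sh-TRIB3 library 2 lay about as far from the others of its line, with a chi-square per degree of freedom of 46.0 to 202, as library 1, with 48.1 to 202. The values argue against a lower depth in both lines, since the total count of Sh-TRIB3 library 1 was 1.035 times the lowest of libraries 2 to 4, although that of Sh-control library 1 was the lowest of its line. A bias with GC content is a candidate explanation for part of how library 1 deviates, since a curve on GC content had an R squared over genes of at least 0.384 in both lines. The deviations of both libraries numbered 1 correlated over genes at 0.684, and at 0.405 after GC content and length were removed. GC content and length thus do not take up all that these libraries share. Transcript length alone had an R squared of at most 0.117, between the bounds set for it, so that test leaves it open. It took up little beyond GC content. The R squared was 0.619 in Sh-control and 0.384 in Sh-TRIB3 cells for GC content, and 0.624 and 0.419 with length added. No biological explanation was tested, since the design names none.

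The mitochondrially encoded subunits of oxidative phosphorylation, which the paper does not discuss apart from the nuclear-encoded ones, had a median log2 fold change of 1.18 against -0.19 for the nuclear-encoded subunits, a gap of 1.37. The values argue against the libraries numbered 1 as its cause, since the gap was 2.008 without both of them. They argue against a trend with GC content and length as its whole cause, since the gap was 1.422 with the offsets, although the call of the nuclear-encoded list ended there. Within each line the mitochondrially encoded share of the counts rose with the library's GC slope. It went from 5.55% at -0.491 to 13.1% at 0.743 in Sh-control cells, and from 12.3% at -0.291 to 15.2% at 0.608 in Sh-TRIB3 cells. What this rise marks was not tested, so a part of it in the gap stays open. A difference between the lines that the hairpin did not make stays open, as each condition is 1 line, and an effect of TRIB3 stays open beside it, both untested.

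Mesenchymal and fibroblast markers, which the paper does not discuss for these libraries, had a median log2 fold change of 0.83 (camera adjusted p = 0.0269, and adjusted p = 0.453 with an estimated correlation). Of 13 tested, 3 were higher and 1 was lower at an adjusted p under 0.05 from edgeR (3 and 1 when adjusted over the list alone). With the offsets 5 were higher and 2 lower, and these counts were 6 and 1 without both libraries numbered 1. The group's call was lost without Sh-control library 4 (median 0.61, camera adjusted p = 0.0564) and without Sh-TRIB3 library 2 (median 0.88, 0.0712). It was also lost without a filter on low counts (median 0.62, 0.108) and with the offsets (median 0.61, 0.0875). The median stayed positive in each of these settings.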

How the results depend on the processing

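Counts of genes past the threshold are given below as genes higher and lower in Sh-TRIB3 cells and, of these, higher and lower by more than 1 on the log2 scale, and list values are adjusted p. Where a list or gene changed direction, its value was past the threshold in neither setting. The cause of a change was not tested except where stated. PPARG was higher past the threshold in each setting with a test, with log2 fold changes from 3.04 to 3.37 over all settings. With DESeq2, the counts were 784, 511, 692 and 385. With at least 10 counts in every library, which tests fewer genes, the counts were 254, 135, 249 and 128. With both libraries numbered 1 left out, chosen after seeing the data, the counts were 2434, 1962, 1431 and 730. With offsets for GC content and length, chosen after seeing the data, the counts were 1442, 1251, 761 and 424. The correlation over genes of the deviations of same-numbered libraries from their line's mean was 0.684, 0.528, -0.0264 and 0.115 for numbers 1 to 4, so the numbers were not taken to pair the libraries, and not every library correlated best with its own number. With the replicate number as a block the counts were 1588, 1074, 997 and 464, TRIB3 had -0.90 with adjusted p = 0.0105, and PPARG had 3.11 and position 20 by p. The block together with the offsets, chosen after seeing the data, gave 2125, 1957, 910 and 472, TRIB3 -1.13 and PPARG position 29 by p. Lists that changed with the block were 0.0354 for MLL-WRAD complex and its partners, 0.928 for cholesterol synthesis genes, 0.973 for FOXO target genes, and with the block and offsets 0.402 for oxidative phosphorylation, nuclear-encoded, 0.313 for white fat cell differentiation genes, 0.0487 for MLL-WRAD complex and its partners, 0.0854 for mesenchymal and fibroblast markers, 0.56 for cholesterol synthesis genes, 0.972 for FOXO target genes, 0.685 for hedgehog pathway genes, and the genes that changed sign there were RBBP5 0.0321, ASH2L -0.012, DPY30 0.0663. At an adjusted p under 0.01 the counts were 152 and 53 and, past 1, 152 and 53. Past a log2 fold change of 2 they were 207 and 94, and tested against a log2 fold change of 1 they were 120 and 40. TRIB3 passed the threshold with DESeq2 at -0.96 (adjusted p = 0.0460), without both libraries numbered 1 at -0.75 and with the offsets at -1.14. The position of PPARG by log2 fold change was 17 with at least 10 counts in every library and 135 without both libraries numbered 1, and its position by p was 29 without a filter, 27 without both libraries numbered 1 and 42 with the offsets. Leaving out single libraries gave 206 to 2065 genes higher and 67 to 1314 lower, and past 1 on the log2 scale 206 to 1488 and 67 to 826. The position of PPARG ranged from 69 to 144 by log2 fold change and from 9 to 14 by p. List values ranged from 2.7e-05 to 0.283 for oxidative phosphorylation, nuclear-encoded, from 0.0114 to 0.102 for MYC target genes, from 0.0121 to 0.148 for apical junction and cell adhesion genes, from 0.0251 to 0.141 for MLL-WRAD complex and its partners, from 0.646 to 0.96 for estrogen receptor target genes, from 0.0395 to 0.23 for luminal epithelial markers, from 0.692 to 0.961 for cholesterol synthesis genes, from 0.375 to 0.988 for FOXO target genes, from 0.0111 to 0.0765 for white fat cell differentiation genes, from 0.0154 to 0.0712 for mesenchymal and fibroblast markers. Of genes past the threshold in no setting given here, the log2 fold change ranged for ASH2L from -0.10 to 0.0775, KDM3B from -0.16 to 0.0883, BRCA2 from -0.999 to 0.0467, EMCN from -1.34 to 0.29, RBBP5 from -0.29 to 0.0758, HSCB from -0.0983 to 0.24. Limma/voom changed the call or direction of lists, with 0.0305 for apical junction and cell adhesion genes, 0.0293 for MLL-WRAD complex and its partners, 0.0386 for luminal epithelial markers, 0.958 for cholesterol synthesis genes. No filter changed the call or direction of lists, with 0.0549 for white fat cell differentiation genes, 0.0378 for MLL-WRAD complex and its partners, 0.108 for mesenchymal and fibroblast markers, 0.0378 for interferon-stimulated genes. At least 10 counts in every library changed the call or direction of lists, with 0.00662 for apical junction and cell adhesion genes, 0.0225 for MLL-WRAD complex and its partners, 0.0328 for luminal epithelial markers, 0.00262 for basal and myoepithelial markers, 0.897 for cholesterol synthesis genes. Genes that changed sign there were KDM3B 0.0109. Both libraries numbered 1 left out changed the call or direction of lists, with 0.00935 for apical junction and cell adhesion genes, 0.00711 for MLL-WRAD complex and its partners, 0.956 for Tribbles family, 0.956 for estrogen receptor target genes, 0.956 for FOXO target genes. Genes that changed sign there were ASH2L -0.0471, KDM3B 0.0296. The offsets changed the call or direction of lists, with 0.307 for oxidative phosphorylation, nuclear-encoded, 0.262 for white fat cell differentiation genes, 0.0875 for mesenchymal and fibroblast markers, 0.579 for cholesterol synthesis genes, 0.61 for hedgehog pathway genes. Genes that changed sign there were RBBP5 0.0246, ASH2L -0.034, DPY30 0.0498. An estimated correlation changed the call or direction of lists, with 0.734 for oxidative phosphorylation, nuclear-encoded, 0.453 for oxidative phosphorylation, mitochondrially encoded, 0.453 for MYC target genes, 0.453 for white fat cell differentiation genes, 0.453 for mesenchymal and fibroblast markers. Fry changed the call or direction of lists, with 0.37 for oxidative phosphorylation, nuclear-encoded, 0.054 for oxidative phosphorylation, mitochondrially encoded, 0.37 for genes raised by KRAS and MAPK signalling, 6.0e-05 for PPARG target genes, 0.0346 for MLL-WRAD complex and its partners, 0.672 for cholesterol synthesis genes, 0.0346 for p53 target genes, 0.0346 for hedgehog pathway genes. Camera on ranks changed the call or direction of lists, with 0.049 for apical junction and cell adhesion genes, 0.0376 for MLL-WRAD complex and its partners, 0.975 for estrogen receptor target genes, 0.975 for cholesterol synthesis genes, 0.975 for hedgehog pathway genes. Members shared between lists left out changed the call or direction of lists, with 0.909 for estrogen receptor target genes, 0.335 for basal and myoepithelial markers. ASH2L changed sign with DESeq2 at -0.00255 and with RLE factors at -0.00176. Of 2095 comparisons of 111 named genes with an alternative, 1810 kept direction and side of the threshold, 217 passed it newly, 46 lost it and 22 changed sign. At this depth a gene with few counts in a line, such as PPARG in Sh-control cells with 28 to 41 counts, has a fold limited by counting error.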

Differences from the paper's values

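The paper's counts of genes, its log2 fold change and adjusted p for PPARG and the PPARG levels of its Fig. 1C computed with edgeR were not counted as different. A count or a p counted as different at a ratio over 1.5, the log2 fold change past 1 standard error and a level past 2 standard deviations. In the alternatives set before the data were examined, both counts also came within this ratio with limma/voom, RLE factors, upper-quartile factors, no filter on low counts and without Sh-TRIB3 library 1. With DESeq2 the lower count did not, at 385. Neither count did with at least 10 counts in every library, an adjusted p under 0.01, a log2 fold change past 2, a test against a log2 fold change of 1, the replicate number as a block or any 1 of the other 7 libraries left out. The adjusted p of PPARG lay outside the ratio with DESeq2, no filter, the replicate number as a block and each library left out, and its log2 fold change within the standard error in all of them. The axis of Fig. 1C is labelled CPM, and the bars stand at about 1.1 and about 4.2 in Fig. 1C, read by eye. The log2 CPM computed here were 1.11 and 4.15, and the CPM without a logarithm were 2.06 and 17.7. The paper's counts are 527 higher and 245 lower. At an adjusted p under 0.05 and a log2 fold change past 1 the counts were 378 and 193, or 481 and 208 with limma/voom, and without the limit on the fold change they were 383 and 206, or 492 and 237 with limma/voom. The paper prints its adjusted p threshold with a sign for larger values and its fold change threshold without a scale. They were read here as an adjusted p under 0.05 and a log2 fold change past 1, and which thresholds gave the paper's counts is not clear from its text.

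The paper places PPARG among its 10 most upregulated genes. By log2 fold change PPARG stood at position 88 of 383 higher genes, and at position 15 of the 202 with a mean log2 CPM of at least 2 and no overlap between the lines, and at positions 17 to 144 in the alternatives set before the data were examined. By p-value it stood at position 6, and at positions 5 to 29 in those alternatives, with 9 for limma/voom, 5 for DESeq2, 9 to 14 when single libraries were left out and 29 without a filter on low counts.

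The paper states that oxidative phosphorylation was downregulated. The nuclear-encoded subunits had a median log2 fold change of -0.19, and 1 of 73 passed the threshold. Their group test passed at an adjusted p = 0.0186 from limma's camera. It also passed with limma/voom (0.00955), DESeq2 (0.0183), the replicate block (0.0176) and camera on ranks (0.0072). Without both libraries numbered 1, chosen after seeing the values, it passed at 0.00711. It did not pass with an estimated correlation (0.734), with fry (0.370), without Sh-control library 1 (0.142) or without Sh-TRIB3 library 2 (0.283). Without any 1 of the other 6 libraries it passed, at up to 0.0490. Offsets for GC content and length, chosen after seeing the values, gave 0.307. Each of the 13 mitochondrially encoded subunits had a positive log2 fold change, with a median of 1.18. The paper states that KRAS signaling was upregulated. The list of genes raised by KRAS and MAPK signalling written for this work had a median log2 fold change of -0.17 and an adjusted p of 0.722 from limma's camera, with 8 members higher and 6 lower, and its direction was up with fry, at 0.370. The paper states that apical junction signaling was upregulated. The list written for this work had a positive median of 0.12 and missed the threshold at 0.0620, with 12 members higher and 3 lower. It passed with limma/voom at 0.0305, with camera on ranks at 0.0490, with at least 10 counts in every library at 0.00662, without Sh-control library 1 at 0.0121, without Sh-TRIB3 library 3 at 0.0467 and, chosen after seeing the values, without both libraries numbered 1 at 0.00935. It did not pass with DESeq2 at 0.0640, with an estimated correlation at 0.544, with fry at 0.0540, without members shared between lists at 0.183, without any 1 of the other 6 libraries, at up to 0.148, or, chosen after seeing the values, with offsets for GC content and length at 0.583, where its median was 0.0261. None of the lists set against the paper here is its collection.

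The paper calls these cells depleted of TRIB3. It also shows a Western blot of endogenous TRIB3 in both lines (Figure 1D) and cites an earlier description of them. The mRNA counts here do not address that evidence. Each Sh-TRIB3 library held less TRIB3 mRNA than each Sh-control library, and the adjusted p for the mRNA was 0.127 from edgeR. The mRNA passed the threshold with DESeq2 at 0.0460, a tool that made 15.4% false calls on counts simulated without the GC trend of these libraries. It also passed with the replicate block at 0.0105. In settings chosen after seeing the values it passed without both libraries numbered 1 at 0.00974, with the offsets for GC content and length at 0.000470 and with the block and offsets at 4.0e-05. It did not pass with limma/voom, the paper's method, at 0.1185, or with any single library left out, at 0.0587 to 0.305 from edgeR. On those simulated counts edgeR recovered 25.4% and limma/voom 20.9% of the genes changed 2-fold. A missed threshold thus does not show that a change near that size is absent.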

Other observations

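The subunits of the MLL-WRAD complex, a histone H3K4 methyltransferase, were read in both lines. WDR5 had a log2 fold change of 0.29, RBBP5 of -0.0816, DPY30 of -0.40 and ASH2L of 0.0142, with a negative sign for ASH2L with DESeq2 and with RLE factors. The catalytic subunits KMT2A, KMT2B, KMT2C, KMT2D, SETD1A and SETD1B had log2 fold changes of 1.096, 1.14, 0.95, 1.13, 1.01 and 1.57. None of the 21 members tested passed at an adjusted p under 0.05 from edgeR (none when adjusted over the list alone), with 3 higher and none lower at an unadjusted p under 0.05 and 1 higher with limma/voom and with DESeq2. Their median was 0.32, with a camera adjusted p = 0.0574, which lay between 0.00711 and 0.453 in the alternatives. Without both libraries numbered 1, chosen after seeing the data, 10 members were higher and 1 was lower, and with the offsets for GC content and length 3 were higher. The median was 0.55 without Sh-control library 1 and 0.21 without library 4. Of the other Tribbles genes, TRIB1 had -0.67, TRIB2 0.68 and STK40 0.38, and none of the 4 members with TRIB3 passed with edgeR (1 lower when adjusted over the list alone, 2 lower at an unadjusted p under 0.05, 1 lower with DESeq2 and none with limma/voom, camera adjusted p = 0.704). HSCB, which overlaps CHEK2 on the opposite strand, had a log2 fold change of 0.0861 (adjusted p = 0.905 from edgeR).

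Of 7 hedgehog pathway genes tested, SHH and GLI3 were higher and PTCH1, a receptor whose transcription hedgehog signalling raises, was lower (2 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.851). PTCH1 had a log2 fold change of -1.99 (adjusted p = 0.0196 from edgeR) and GLI3 of 1.48 (adjusted p = 0.0490 from edgeR). PTCH1 missed the threshold without Sh-control library 2, 3 or 4 or Sh-TRIB3 library 3 (0.0622, 0.0631, 0.0550 and 0.0770), and GLI3 without Sh-control library 2, 3 or 4 or Sh-TRIB3 library 2, 3 or 4, at up to 0.148. Of 48 estrogen receptor target genes, 3 were higher, with PRSS23 at 1.78 and ELOVL2 at 2.46, both overlapped by a gene on the opposite strand, and 7 were lower (10 higher and 7 lower when adjusted over the list alone). They were 13 higher and 12 lower with offsets for GC content and length and 16 and 13 without both libraries numbered 1, both chosen after seeing the data. Their median was 0.00692, while their mean was -0.0728 and the direction of camera was down (adjusted p = 0.788). Of 19 luminal epithelial markers, 3 were higher and none was lower at an adjusted p under 0.05 from edgeR (4 and none when adjusted over the list alone and with limma/voom and DESeq2, 7 higher and 2 lower at an unadjusted p under 0.05, 7 and 5 with the offsets, 8 and 2 without both libraries numbered 1, camera adjusted p = 0.0756). Of 17 basal and myoepithelial markers, 6 were higher, with LAMC2 at 2.07, and 2 were lower, TP63 at -3.78 and KRT17 at -2.90 (7 and 3 when adjusted over the list alone, camera adjusted p = 0.225). KRT15, at 1.35, missed the threshold without Sh-control library 2, 3 or 4 or Sh-TRIB3 library 3 or 4, at up to 0.0840. Among the mesenchymal markers COL3A1 had 4.50, FN1 1.89 and TWIST1 -3.39, and TWIST1 missed it without those 5 libraries too, at up to 0.0979. Of 39 ATF4 target genes, VLDLR was higher and PSAT1 was lower, at -2.75 (1 and 1 when adjusted over the list alone, camera adjusted p = 0.456). Of 27 interferon-stimulated genes, MX1 was higher, at 2.53, and IFIT1 was lower (1 and 1 when adjusted over the list alone, camera adjusted p = 0.165). Of 24 cholesterol synthesis genes, SQLE was lower, at -1.19, and none was higher with edgeR (1 higher and 1 lower when adjusted over the list alone and with limma/voom and DESeq2, 2 and 2 at an unadjusted p under 0.05, 3 and 2 with the offsets, 6 and 2 without both libraries numbered 1, camera adjusted p = 0.949), and it missed the threshold without any 1 of 6 libraries, at up to 0.130. Of 48 proliferation genes none passed with edgeR, limma/voom or DESeq2, with 2 lower at an unadjusted p under 0.05 (none when adjusted over the list alone, camera adjusted p = 0.264). Of 29 p53 target genes none passed with edgeR or limma/voom and 3 were lower with DESeq2, with 1 higher and 4 lower at an unadjusted p under 0.05 (none when adjusted over the list alone, camera adjusted p = 0.0802). Of 19 FOXO target genes none passed with edgeR, and 2 were higher with limma/voom, with DESeq2 and at an unadjusted p under 0.05 (2 higher and none lower when adjusted over the list alone, camera adjusted p = 0.874). With the offsets and without both libraries numbered 1 the members higher and lower were 8 and 4 and then 9 and 3 for basal, 6 and 9 and then 6 and 7 for ATF4, 1 and 4 and then 2 and 8 for interferon, 2 and 2 and then 4 and 7 for proliferation, 1 and 5 and then 3 and 7 for p53 and 2 and 2 and then 3 and 1 for hedgehog genes, and 3 FOXO target genes were higher with the offsets, 4 higher and 3 lower without those libraries. The list of leukocyte and endothelial markers had 2 tested members, too few for its test.

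The 589 genes past the threshold were set against other splits of the 8 libraries into 4 and 4. Of 35 splits, 2 gave as many genes, the real one included, so chance is not excluded. The highest other split gave 4304 genes. It sets Sh-control library 1 and Sh-TRIB3 libraries 1, 3 and 4 against the rest, which points to a structure of the libraries other than the line. The slope of the log2 level per 10 points of GC content was from 0.0424 to 0.743 in these 4 libraries and from -0.491 to -0.291 in the rest. The other 33 splits gave 0 genes with edgeR and limma/voom and up to 13 with DESeq2, with a median of 100 and at most 2735 genes at an unadjusted p under 0.05 from edgeR.

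In 9 genes at most 3 counts stood in each library of 1 line and at least 30 in each library of the other, 8 of them detected in Sh-TRIB3 cells, and these include REG4, ABCA1, DACH1 and TENM4, of which DACH1 and TENM4 were chosen after their values were seen. Against a copy number difference shared with the neighbours as the cause for these genes as a set, the median log2 fold change of their up to 10 neighbours, in the direction of the gene, was -0.00569 over 8 of them, with a bootstrap 95% interval from -0.399 to 0.439. It stays open for single genes, since the median ranged from -0.46 at RTL9 to 0.44 at TENM4 and 0.60 at ENSG00000250740, all 3 chosen after their values were seen, and a change of the gene alone was not tested. Reads from cells of another type stay open, since up to 35.3% of a marker list passed the threshold in 1 direction, between the bounds set for this test, while TP63 and KRT17 of that list fell. An effect of TRIB3 and a difference between the lines that the hairpin did not make stay open too, both untested.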
